A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

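Genomic DNA from the tails of 7 C57BL/6J/Nrs mice (strain C57BL/6 in the labels) of 1 family (a sire, a dam and 5 offspring) was measured by array comparative genomic hybridisation (array CGH), in which the DNA of a mouse and of a reference carry different dyes and compete for the same probes. Per the labels, every mouse was hybridised on 2 arrays against DNA of the same male reference mouse, with the mouse in Cy5 on one array and in Cy3 on the other, which gives 14 arrays. Each pair of dye-swapped arrays counted as 1 replicate, and the reference was not used as a sample of any group. The groups came from the sample names in the labels, where the letters M and F after the family name mark the parents and a number marks an offspring. The title of the series speaks of male mice exposed to 20 mGy per day for 400 days, while its design text calls the sire of this family non-irradiated. The study places offspring of this family in its irradiated group. No dose was therefore used as a variable, and the series holds no family with another dose to set beside this one. The offspring numbers name mice and pair nothing across groups, so no paired analysis was possible; each offspring was instead compared with its own parents.

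The deposited scanner files are in intensity units, as Agilent Feature Extraction 10.7.1.1 wrote them. Per the file headers, the processed signals in intensity units were background-subtracted, spatially detrended and dye-normalised with a linear method within each array, and the probe positions are on build mm9. The median spot and local background signals in the same files, also in intensity units per the file headers, had no correction. The deposited value table is in log2 units. Set against the scanner values of each array, it followed the log2 ratio of reference over mouse: r with red over green was 0.997 to 0.998 on arrays with the mouse in Cy3 and -0.999 to -0.995 on arrays with the mouse in Cy5. Its array medians ran from -0.01 to 0.02 in log2 units, it had no value for 2044 to 8242 features per array, and the settings of the software that made it stay unknown. It was used only as an alternative, with the sign turned. The labels and the methods of the study name different DNA extraction kits, which no value here depends on.

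Each array held 966371 spots, of which 6745 were control spots and were left out, as were 113 to 374 spots per array with an outlier flag. Saturated spots would have been kept. Spots of the same probe were averaged. From 85.7% to 99.1% of spots were well above background in Cy3 and from 95.3% to 99.4% in Cy5. The median spot signal was 93 to 146 in Cy3, over a background of 20 to 32, and 103 to 137 in Cy5, over a background of 42 to 45. The noise measure of Feature Extraction, the spread of log ratio differences between neighbouring probes, was 0.278 to 0.348 per array. The number of arrays limits the precision.

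The log2 ratio of red over green was turned to mouse over reference on every array and centred on the median of the 950622 autosomal probes, with no loess and no quantile step. A probe was called positive in a mouse when its ratio passed 0.8 in both arrays with the same sign, or when it and an adjacent probe passed 0.5 in both arrays with the same sign. The thresholds are those of the first screening of the study, and the condition of equal sign was added here. The background of this rule was measured in 2 ways, by counting probes that passed with opposite signs in the 2 arrays, and by pairing the Cy5 array of one mouse with the Cy3 array of another. All 5040 pairings of the 7 Cy5 arrays with the 7 Cy3 arrays gave an exact one-sided permutation test of the true pairing, which asks how often a pairing reaches the count of the true one. Since both arrays of a mouse were scanned on 1 day, the same test was added over the 8 pairings that exchange arrays only between mice of 1 scan day (4 for the offspring alone), after the data were examined. A positive probe of an offspring was called de novo when neither parent was positive in the same direction and both could be measured. Here de novo names this rule, with no second array and no PCR behind it. Regions were runs of adjacent positive probes of 1 direction. For regions positive in exactly 1 parent, the share found in the offspring was tested against 50% with an exact two-sided binomial test, with 95% Clopper-Pearson intervals that cover counting error only. That test does not tell a region that was not passed on from one that the rule missed, so its p is not used, and simulated shares are set beside gains and losses apart, a split added after the data were examined. Offspring and parents were compared with an exact two-sided permutation test over the 21 splits of 7 mice, and gains and losses over the 32 sign patterns of 5 offspring.

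Because the positive rule sees few probes of a change smaller than its thresholds, a window scan was added after the data were examined. A mouse had a region when the mean log2 ratio over 20 adjacent probes passed 0.3 in both arrays with the same sign, or over 40 probes passed 0.2, or over 10 probes passed 0.4. Overlapping regions of different mice were merged, a mouse counted as a carrier when both its arrays passed 50% of the level of the mice in which the region was found, and edges were placed where the summed excess over 0.2 was largest, within 20 probes on either side. The level of a mouse in a region is the mean over probes of the mean of its 2 arrays, given with the SD over probes. The regions and their edges were chosen from the mice that carry them, so that the levels of carriers are not free of selection. A fold is given as a lower bound where the mouse was well above background in both arrays at all probes and the reference in neither. The bound is set against the lowest signal among probes well above background on that array.

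Probe by probe, each mouse was set against the other 6 with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the 7 mouse means, with Benjamini-Hochberg adjustment over 949460 probes and a threshold of 0.05; the lone mouse is assumed to vary like the others. Scan day, read from the files, was used as a block: the sire was scanned on day 1, the dam and offspring 1 on day 2, offspring 2 and 3 on day 3, and offspring 4 and 5 on day 4. Only day 2 holds a parent and an offspring. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Files were read in R with the data.table package, version 1.17.8.

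The rules were tested on simulated data, with changes added to pairs made of the Cy5 array of one mouse and the Cy3 array of another, at 950622 probes and in the 5 offspring. A loss of 1 log2 unit was found by the positive rule at 52.1% of 200 single probes and 88.2% of 200 changes of 2 probes. A gain of log2 3/2 was found at 2.9% of single probes, 15.4% of changes of 2 probes and 88.0% of 50 changes of 20 probes, all of which the window scan found. A gain of log2 4/3 over 20 probes was found in 25.2% by the positive rule and in 92.4% by the scan. Losses added to the sire and to random offspring gave a measured share of 27.8% for single probes, where the true share was 49.3%, and 44.2% for 2 probes, where it was 51.1%. Gains of log2 3/2 at 2000 places of each kind gave 3.64% for single probes and 7.24% for 2 probes, where the true shares were 50.4% and 50.0%. With limma, at 949460 probes, a loss of 1 log2 unit in 1 offspring was recovered at 21.5% of 200 probes, 2 units at 91.5% and 4 units at all. That run also made calls at probes with no added change. Its pairs mix mice, some across scan days, and keep the real differences between mice. These calls therefore do not give the error rate of adjusted p for the true pairs, which stays unknown.

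Alternatives were normexp (offset 50) on the median and background signals, loess within the array, centring per chromosome, subtraction of a running median over 501 probes, the value table, a filter to probes well above background in all arrays, no filter on outlier flags, other thresholds and rules, and leaving out each mouse. Mean spot signals are not in the files, so normexp used median signals. The reference genome given is of another build, positions were not converted, and the files name no genes. For this reason the fixed gene lists, the check of antigen receptor loci, the GC correction and the naming of genes were not run, and what lies in a region is not stated.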

Results

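Array CGH ratios were measured in a sire, a dam and 5 offspring of 1 family of C57BL/6J/Nrs mice, on 14 arrays, with 2 dye-swapped arrays per mouse against the same male reference. Each array carried 950622 autosomal probes, with a median length of 60 bases and a median spacing of 2053 bp, with 68 X probes and 23 Y probes for sex. All ratios are log2 of mouse over reference, and all positions are on build mm9. Values are per mouse, as the mean of its 2 arrays, and errors of regions are SDs over the probes of the region.

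The first question was which copy number differences passed from a parent to its offspring. The window scan found 13 regions, of which 5 were in 1 parent and in offspring, 7 in offspring alone and 1 in the dam alone. A gain of 160 kb on chromosome 4, from 101110482 to 101270535, was carried by the dam and by offspring 2. Over its 74 probes the level was 0.58 ± 0.23 in the dam and 0.56 ± 0.16 in offspring 2, beside 0.58 for log2 of 3 over 2 copies. With normexp the levels were 0.40 in the dam and 0.38 in offspring 2, so the closeness to 3 over 2 copies depends on the processing. The other 5 mice lay between -0.02 and 0.04. On the scan day of the dam, offspring 1 had 0.02, and on that of offspring 2, offspring 3 had 0.04. A loss of 56.3 kb elsewhere on chromosome 4, from 78453216 to 78509511, was carried by the sire (-0.44 ± 0.20), offspring 3 (-0.44 ± 0.10) and offspring 5 (-0.39 ± 0.15) over 18 probes. The other 4 mice lay between -0.02 and 0.02. These losses were smaller than the -1 of 1 copy in place of 2.

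**Figure D1:**
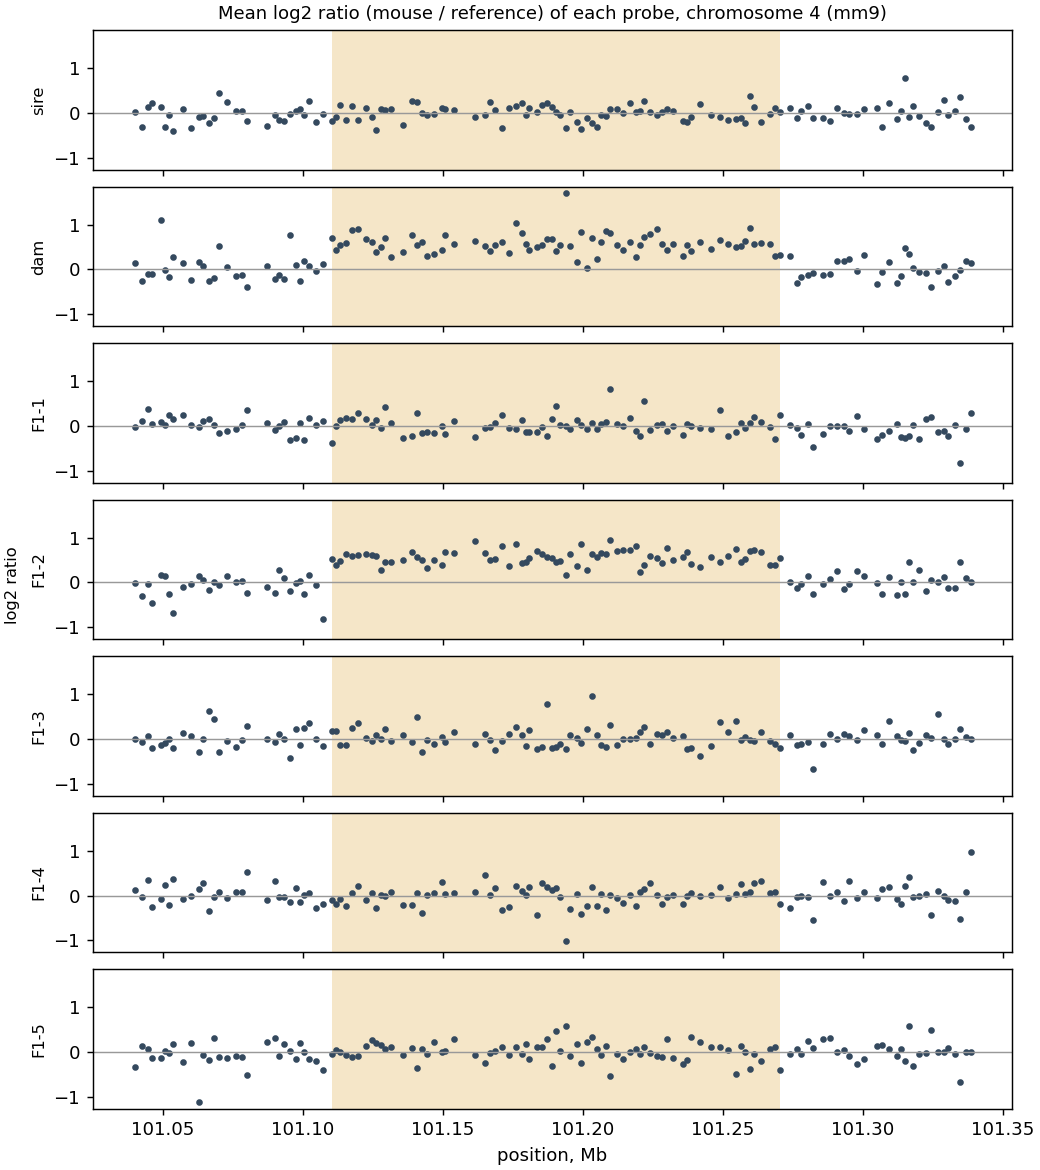
Mean log2 ratio of each probe (points) along chromosome 4 in megabases, 1 panel per mouse; F1-1 to F1-5 are offspring 1 to 5, and the shaded span is the gained region of 74 probes. Inside the shaded span the points of the dam (mean 0.58) and of offspring 2 (mean 0.56) lie above 0, and those of the other 5 mice scatter around 0.

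A gain of 6.10 kb on chromosome 2, from 70079530 to 70085630, was carried by the sire, offspring 1 and offspring 4. Its 4 probes had a level of 3.95 ± 0.86 in the sire, 3.08 ± 0.94 in offspring 1 and 3.26 ± 0.69 in offspring 4. The reference was not well above background at these probes, and the sire was at least 3.70-fold higher than it. Offspring 1 was well above background in both arrays at 2 of the 4 probes and offspring 4 at 3. No bound is given for these offspring. The dam and the other 3 offspring, also not well above background, had levels from -0.35 to -0.03. A gain here means above the reference. Whether its carriers gained copies, or the reference and the other mice lack the sequence, was not told apart. No share was tested for these 3 regions, since they were described because offspring carry them. The region of the dam alone, a loss of 5 probes on chromosome 11 from 85707616, had -0.75 in it and from -0.20 to 0.10 in the other 6 mice. With normexp the gain on chromosome 2 fell to between 0.26 and 0.35 in its 3 carriers, while the levels of non-carriers stayed between -0.04 and 0.02.

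At 1 probe on chromosome 14, from 57753167 to 57753226, the sire (-1.0) and offspring 1 to 4 (-1.21, -1.11, -0.98 and -0.88) were low, beside 0.15 in the dam and 0.07 in offspring 5. It is the only probe with a loss in 5 mice by the positive rule. At 1 probe on chromosome 13, from 95707465 to 95707524, all 7 mice were above the reference. The ratios were 2.12 to 2.72 in the sire and offspring 1, 2 and 5; in the dam and offspring 3 and 4 the reference was not well above background in both arrays. With normexp the ratios of the 7 mice were 1.22 to 1.55.

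The second question was which differences appeared in an offspring and in neither parent. The region with the most probes was a gain of 127 kb on chromosome 12, from 114844619 to 114971279, in offspring 2 alone. Over its 24 probes offspring 2 had 0.47 ± 0.19, with 0.50 and 0.44 in its 2 arrays. The sire had 0.06 ± 0.17, the dam 0.10 ± 0.23 and the other 4 offspring -0.03 to 0.06, with 0.04 in offspring 3 of the same scan day. Its level was 0.35 with normexp, 0.45 with loess and 0.45 after subtraction of the running median. The other 6 regions in offspring alone were found by windows of 10 probes only, with 4 to 10 probes each, in offspring 1, 2, 4 or 5. In 1 of them, a gain on chromosome 11 from 88319922 called in offspring 1 (0.26 ± 0.31) and offspring 4 (0.41 ± 0.47), the sire had 0.17 ± 0.26 and the dam 0.20 ± 0.34, so absence from the parents was not shown there. In the other 5 the carriers had 0.44 ± 0.49, 0.86 ± 0.77 and 0.50 ± 0.47 (gains) and -0.92 ± 0.57 and -0.43 ± 0.61 (losses). The parents lay from -0.16 to 0.18. In the last, a loss on chromosome 11 from 53689382 in offspring 5, the sire had -0.16 ± 0.58 and 1 positive probe. Offspring 5 had 0 de novo probes in it. With SDs this large, neither the gains nor that loss show absence from the parents. On chromosome 6, 0 of the 4 probes from 97146611 and 1 of the 5 probes from 117115010 were well above background in all arrays. Windows of 10 probes gave 18 finds in the true pairs of arrays, beside a mean of 9.14 over all pairings (exact permutation p = 0.00159, 5040 pairings), and windows of 20 probes gave 10 beside 3.57 (p = 0.000397 by the same exact permutation test). Over the 8 pairings within scan days the means were 12.5 and 6.5 (exact permutation p = 0.125 for both, the smallest that 8 pairings allow). These counts hold the finds of all mice, regions that a parent carries included, so they do not test the regions in offspring alone. No second array or PCR result for these regions is in the files.

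**Figure D2:**
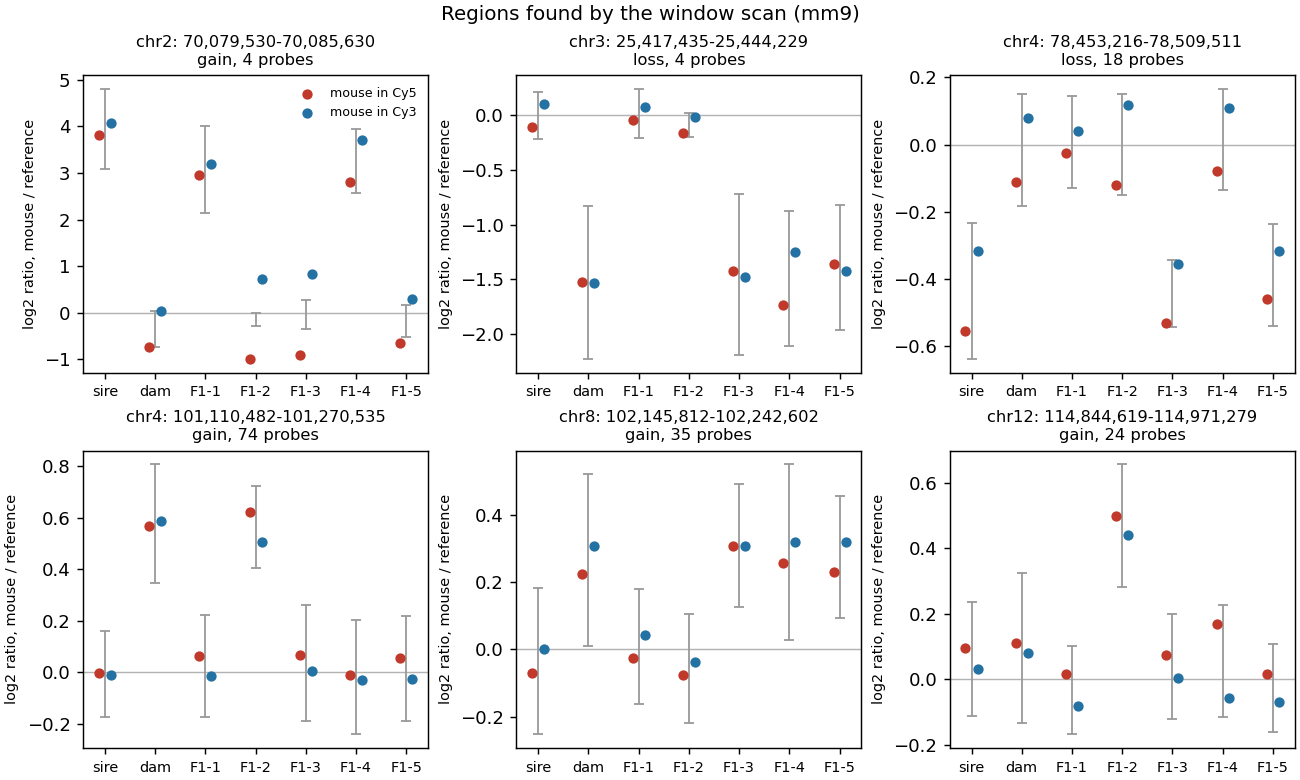
Log2 ratio of mouse over reference in 6 regions of the window scan, per mouse; points are the means over probes in the array with the mouse in Cy5 and in Cy3, and bars are the mean of both arrays ± SD over probes. F1-1 to F1-5 are offspring 1 to 5; offspring 2 stands apart on chromosome 12 (0.47), and the dam with offspring 3, 4 and 5 on chromosomes 3 and 8.

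By the positive rule, the longest de novo runs of adjacent probes had 3 probes. The run of 3 in offspring 2, a gain on chromosome 4 from 101214331 to 101218990 (0.75 ± 0.05), lies inside the 160 kb gain. The dam had 0.44 ± 0.17 there, below the 0.5 that adjacent probes need. Offspring 1 had 2 such runs, gains on chromosome 19 from 22128005 (0.79 ± 0.07) and on chromosome 8 from 96628076 (0.75 ± 0.05). On chromosome 19 the sire had 0.53 and offspring 4 had 0.72, while on chromosome 8 both parents were below 0 (-0.22 and -0.20). The reference was well above background in both arrays at 0 and 2 of their 3 probes. In offspring 5 a loss of 2 probes on chromosome 10, from 68879966 to 68882888, had -0.83 ± 0.29, with both probes well above background, and the parents had 0.04 and 0.22. It is the only de novo loss of 2 or more probes of offspring 5 on that chromosome. On chromosome 17, where the study lists a change in offspring 2, that mouse had 47 de novo loss probes, 0 of them well above background in all arrays, and 1 region of 2 probes from 54917101 to 54919200 (-1.0 ± 0.11). The study lists the loss of offspring 2 near the start of chromosome 17, far from this region. A change of build would not bridge that distance, so this region is not that loss. The study lists a loss on chromosome 10 in offspring 5 as well, with 1 positive probe in its first screening. It is close to the region above in unconverted positions. The positions of the study are on a later build and were not converted, so the chromosome 10 region is not matched to it.

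The third question was how many probes differed in each mouse. By the positive rule, the sire had 563 positive probes and the dam 1896. Offspring 1 to 5 had 2101, 1731, 1597, 1418 and 687. The offspring mean of 1507 ± 522 (SD, n = 5) was 277 above the mean of the parents (1230, n = 2), an exact permutation p of 0.762, where 0.0476 is the smallest p the 21 splits allow. The difference was 129 without offspring 1, 482 without offspring 5 and 1.5 with normexp. On scan day 2, offspring 1 had 205 more than the dam. With only probes well above background the offspring mean was 33.0, which is -8.5 relative to the parents. Gains outnumbered losses in the dam and in offspring 1, 3, 4 and 5, and losses outnumbered gains in the sire and in offspring 2 (1198 losses, 533 gains).

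Pairings of arrays that mix the mice gave nearly as many positive probes. The 7 true pairs gave 9993 positive probes, beside a mean of 8660 over all pairings, the true one included, which is 1.15 times as many (exact permutation p = 0.000397, 5040 pairings). Both arrays of a mouse share a scan day, and most of these pairings mix days. Over the 8 pairings that keep to scan days the mean was 9592, which leaves 1.04 times as many in the true pairs (exact permutation p = 0.125, the smallest that 8 pairings allow), and over the 672 pairings with no shared day it was 8385. The sire (563, beside a mean of 730 with arrays of other mice) and offspring 5 (687, beside 945) had fewer in their own pairs. For runs of 2 or more probes the totals were 284 and 221 (p = 0.00139 by the same exact permutation test over 5040 pairings), and 257 within scan days (exact permutation p = 0.125). Positive probes that were well above background in all 14 arrays made up 1.19% to 5.33% of the positive probes of a mouse, while such probes are 75.3% of autosomal probes. Probes that passed with opposite signs in the 2 arrays outnumbered positive probes in each mouse, from 995 in the sire to 6687 in offspring 3. The 2 turned arrays of a mouse correlated below 0 over probes (r from -0.32 to -0.09 over 949460 probes, which are not independent replicates). Turned arrays of opposite orientation from different mice had r from -0.40 to -0.10, and arrays of the same orientation 0.10 to 0.40. The direction of the ratios rests on the dyes in the labels, and the X probes of the dam were above 0 in both orientations (0.91 and 1.06).

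**Figure D3:**
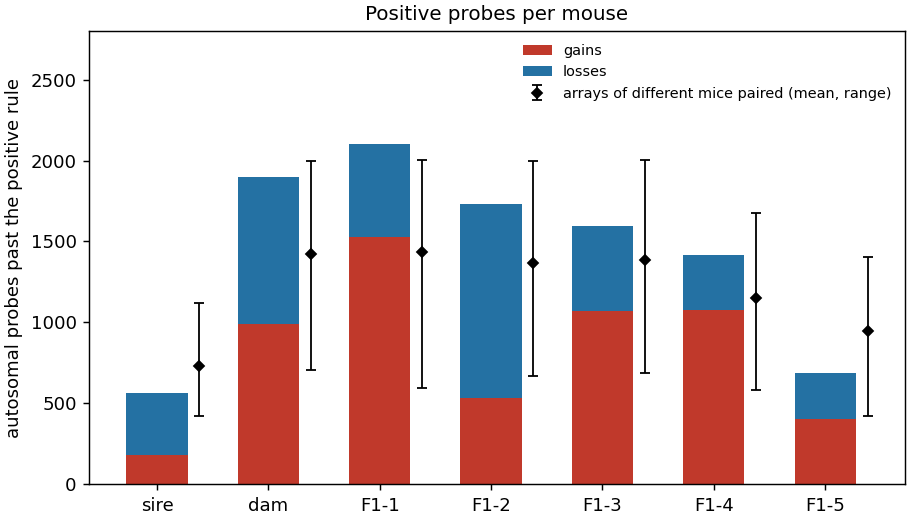
Autosomal probes past the positive rule per mouse, as stacked bars of gains and losses, with diamonds and lines for the mean and range when an array of the mouse is paired with the opposite array of another mouse. F1-1 to F1-5 are offspring 1 to 5; the counts run from 563 in the sire to 2101 in offspring 1, and the diamonds from 730 to 1437.

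De novo positive probes numbered 2050, 1680, 1541, 1373 and 645 in offspring 1 to 5, a mean of 1458 ± 518 (SD, n = 5). Gains (897 ± 446) outnumbered losses (561 ± 358) in 4 of 5 offspring, with an exact permutation p of 0.25, where 0.0625 is the smallest that 5 offspring allow. The difference of gains minus losses changed sign with normexp (-1.8 per offspring) and in the Cy5 arrays alone (-5202). They were spread over all 19 autosomes, with 4.10 to 5.14 gains and 2.46 to 3.34 losses per 1000 probes of a chromosome. The 5 offspring had 204 de novo regions of 2 or more probes (134 gains, 70 losses), with 62, 46, 38, 40 and 18 in offspring 1 to 5. Over all 120 pairings of the arrays of the offspring, the true one included, the mean total was 163 (exact permutation p = 0.0167), and over the 4 pairings within scan days it was 184.5 (exact permutation p = 0.25, the smallest possible). With only probes well above background, the counts were 24.8 de novo probes per offspring and 9 regions in all.

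Positive probes found in 1 mouse only were 87.6% to 93.8% of the positive probes of each mouse. The offspring had 1388 ± 499 of these (SD, n = 5) and the parents 1117 (n = 2), a difference of 271 (exact permutation p = 0.762). The difference changed sign with normexp (-1.1) and with only probes well above background (-7.2), and it was 135 without offspring 1 and 467 without offspring 5. Gains shared by 2 mice numbered 228, beside 14.3 if mice were independent, and losses shared by 2 mice 114, beside 7.66. These expected numbers spread the positive probes of a mouse evenly over all autosomal probes. Most positive probes were not well above background, and all arrays share the reference, so the excess does not show shared copy number changes.

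Of 2272 single-probe regions positive in exactly 1 parent, 1.79% of transmissions to offspring were found (95% interval 1.55% to 2.05%). Of 69 regions of 2 or more probes, 3.19% were found (1.60% to 5.63%). For losses the shares were 1.86% (1.53% to 2.24%) of single probes and 2.33% (0.76% to 5.34%) of longer regions. Simulated heterozygous losses gave higher shares, 27.8% for single probes and 44.2% for 2 probes. These lay at random autosomal probes, of which 75.3% were well above background in all arrays. Only 5.33% of the positive probes of the sire and 3.85% of those of the dam were. The simulation is therefore not matched in signal and does not tell whether the parental losses were passed on. For gains the shares were 1.71% (1.38% to 2.08%) and 4.62% (1.71% to 9.78%), beside 3.64% and 7.24% for simulated heterozygous gains. The rule misses most such gains, so the shares of gains do not tell whether they were passed on. With only probes well above background, both directions together gave 8.24% for single probes and 20.0% for longer regions, probes that follow sex included. With normexp the share was 41.5% over the 13 regions left, of which 10 are at the probes that follow sex described next.

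The X and Y probes told the sex of each mouse. In the dam and offspring 3, 4 and 5 the median X ratio was 0.94 to 0.97 and the median Y ratio -2.62 to -2.24. In the sire and offspring 1 and 2 both medians lay between -0.06 and 0.07, as in the male reference. Offspring 2, which the study lists as female, had -0.0033 on X and -0.06 on Y. Whether the listed sex or the sample is in error was not settled, and the results for offspring 2 rest on its label; this mouse carries the gain of the dam on chromosome 4. With normexp, the difference in X between the dam and the sire was 0.43 in place of 0.95.

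Some autosomal regions followed the same division of the mice. A loss on chromosome 3 from 25417435 to 25444229, 4 probes, had -1.53 ± 0.70 in the dam, -1.45 ± 0.74 in offspring 3, -1.49 ± 0.62 in offspring 4 and -1.39 ± 0.57 in offspring 5. The sire and offspring 1 and 2 had 0.00, 0.02 and -0.09. A gain of 96.8 kb on chromosome 8, from 102145812 to 102242602, 35 probes, had 0.27 ± 0.26 in the dam and 0.31 ± 0.18, 0.29 ± 0.26 and 0.27 ± 0.18 in offspring 3, 4 and 5. The sire and offspring 1 and 2 had -0.04, 0.01 and -0.06. In all, 11 probes on 6 chromosomes were positive losses in exactly these 4 mice, with medians from -2.08 to -1.63 in them and from -0.07 to 0.07 in the other 3.

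**Figure D4:**
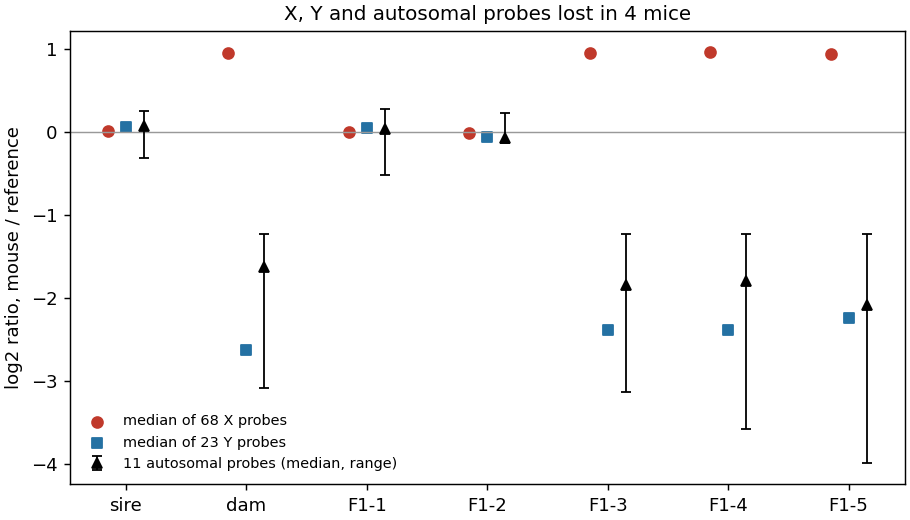
Log2 ratio of mouse over reference per mouse, as the median of the X probes, the median of the Y probes, and the median and range of 11 autosomal probes lost in 4 mice. F1-1 to F1-5 are offspring 1 to 5; the dam and offspring 3, 4 and 5 have X above 0 and both Y and the 11 autosomal probes below 0.

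Set against the other 6 mice with limma, 3 probes passed an adjusted p of 0.05 in the dam (0 higher, 3 lower), 9 in offspring 1 (2 higher, 7 lower) and 29 in offspring 2 (5 higher, 24 lower). The other 4 mice had 0, beside 42310 to 60199 probes at an unadjusted p under 0.05. With normexp the direction turned from mostly lower to mostly higher in offspring 1 and 2. The sire and offspring 3, 4 and 5 each had calls in that setting, so their lack of calls depends on the processing. The calls in the dam were absent with loess and with the running median subtracted. Loess gave more calls in offspring 1 and fewer in offspring 2. Of the 29 in offspring 2, 7 were positive by the rule and 3 were well above background in all arrays. With scan day as a block, the 2 mice of a day gave the same comparison with opposite sign, and few degrees of freedom were left. That setting therefore does not tell whether scan day accounts for the calls.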

Values the study reported

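The study screened 156 offspring of non-irradiated and 142 offspring of irradiated sires. It reported 11 deletions and 3 duplications in the first group and 31 deletions and 1 duplication in the second, after a second array and PCR. De novo deletions were found in 7.1% (11 of 156) and 20.4% (29 of 142) of the offspring, a 2.9-fold difference. Deletions seen by at least 2 probes in the first screening were found in 5.1% and 15.5%.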

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

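The window scan, the test of noise and the comparisons with the parents and with the mouse of the same scan day were chosen after the result was seen. Dixon's rule was applied to 35 measures over the 5 offspring and passed 4. Of the 35, 16 are levels at regions or probes chosen from the mice that carry them, with 3 of the 4 passes, and a pass there restates the choice. Among the other 19, 1 passed, and chance passes about 1 measure in 20.

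Offspring 2 stood far from the other offspring in the gain on chromosome 12 (0.47, beside -0.03 to 0.06). The best window of 20 probes in the region reached 0.50 in the lower of its 2 arrays, while the best windows of 42 mismatched pairs elsewhere reached at most 0.29 (mean 0.25, SD 0.02), which argues against noise of the arrays. The higher parent, the dam, had 0.10, below the 0.24 that 50% of the level of offspring 2 would be. By the carrier rule, both parents had already fallen short of 50% when the region was called in offspring 2 alone. The comparison restates that call and does not test a gain carried by a parent. Offspring 3, scanned on the same day, had 0.039. It was likewise a non-carrier by that rule, so this value is no separate test of scan day. A de novo gain of offspring 2, in all or part of its cells, is a possible account of the region, and was not tested further. Whether an antigen receptor locus or a gene family of many copies lies there was not checked. GC content, the cells of the tail sample, the identity of the sample (the study lists another sex for this mouse) and the dose of the sire were not tested.

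Offspring 2 also stood far from the other offspring in the gain on chromosome 4 from 101110482 (0.56, beside -0.02 to 0.04), which the dam carries. Offspring 5 stood apart at the single probe on chromosome 14 from 57753167 (0.068, beside -1.21 to -0.88 in the others). Offspring 4 had 74 positive probes well above background in all arrays, beside 25 to 36 in the other offspring and 73 in the dam.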

How the results depend on the processing

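The alternatives were fixed before the data were examined, except scan day as a block, pairings within scan days, gains and losses apart in transmission, the removal of parental regions and the difference of gains and losses as a result. Transmission stayed below 50% in all alternatives, with 41.5% in normexp over 13 regions. Of these, 10 are at probes that follow sex and are not independent of each other, so no p is given. With normexp the counts were 11 positive and 3.4 de novo probes per offspring and 1 de novo region, the private difference between offspring and parents reversed to -1.1, de novo gains minus losses (335.8 per offspring in the values above) reversed to -1.8, limma calls rose to 67 from 41, and the X difference of dam and sire was 0.43. With only probes well above background they were 33.0, 24.8 and 9, and the private difference reversed to -7.2. With a single-probe threshold of 0.7 there were 2438 positive and 2351 de novo probes, and with 1.0, 632.6 and 614.4. De novo regions were 75 with an adjacent threshold of 0.6 and 4 by the single-probe rule alone. The adjacent-probe rule alone gave 88.0 and 84.2 probes. The mean of the 2 arrays gave 8457, 7857 and 2750 regions, the Cy5 array alone 44521, 35561 and 30673, with gains minus losses reversed to -5201.8, and the Cy3 array alone 50145, 41075 and 34990. Parents within 0.4 of 0 left 707.2 de novo probes and 69 regions. With scan day as a block limma had too few degrees of freedom left for its calls to be compared with the others. The cause was not tested, except that thresholds, filters and rules change counts by construction. Counting the runs without 1 mouse, the other 12 alternatives for positive probes, 15 for de novo probes and 17 for de novo regions stayed within 1.5 times.

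Leaving out each offspring gave 1358 to 1712 positive probes, 1310 to 1661 de novo probes, 142 to 186 de novo regions, 187.8 to 580.8 gains minus losses and a transmission of 1.75% to 1.92%. The difference in positive probes between offspring and parents ran from 128.75 without offspring 1 to 482.25 without offspring 5. The private difference ran from 134.8 without offspring 1 to 467 without offspring 5, and gains minus losses were 187.8 without offspring 1 and 580.8 without offspring 2. Signal over background limits these counts, since 1.19% to 5.33% of the positive probes of a mouse were well above background in all arrays. The GC correction and the fixed gene lists, with their alternatives, were not run.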

Other observations

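The tests of explanations in this part were all chosen after the result was seen, as were the search for probes that divide the mice into separated sets and the list of probes that pass with normexp.

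With normexp, 29 probes passed the positive rule in any mouse, 26 of them well above background in all arrays, and 17 of these 29 divided the mice as sex does, with a gap above 0.3. Of the other 12, 3 lay in the 160 kb gain on chromosome 4 in offspring 2, 2 in the same gain in the dam, and 2 in the 56.3 kb loss on chromosome 4 in the sire. The remaining 5 were the probe on chromosome 13 that is high in all 7 mice, gains on chromosome 10 from 106304736 in offspring 4 and on chromosome 18 from 88452496 in the sire, and losses on chromosome 3 from 147109984 and chromosome 8 from 10968543 in offspring 5.

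Of the 12 probes with a loss in 4 or more mice, 11 had it in exactly the mice without Y signal, which is what copies of the probe sequence on the Y chromosome would give. If the 11 probes, on 6 chromosomes, were separate heterozygous losses of the dam, each in 3 or more offspring, the chance that all passed to the same offspring would be 9.54e-07. Over all 12 probes the dam lay below offspring 1 of the same scan day by a median difference of -1.61, which argues against scan day. Copies on the Y chromosome may therefore account for these losses. For the gain on chromosome 8, copies on the X chromosome are a hypothesis that was not tested, since no probe sequences were aligned here.

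A set of 30 probes well above background divided the mice in another way, with medians of -0.50 in the sire, -0.53 in the dam, -0.46 in offspring 2 and -0.56 in offspring 5, and 0.40, 0.41 and 0.61 in offspring 1, 3 and 4. Of the 35 divisions into 4 low and 3 high mice, the next had 6 probes, that by sex. No pair of these 30 probes was adjacent and they lay on 14 chromosomes, which argues against 1 inherited region. Divisions that keep the mice of each scan day together held at most 1 probe. The set was taken as the division with the most probes, and it mixes the sexes and splits scan days 2, 3 and 4. These counts therefore restate its choice and do not test sex or scan day. Differences in sample preparation or in dispersed sequences may account for the pattern; neither was tested, and offspring and parents do not fall on opposite sides of it.

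A similar set of 22 probes on 12 chromosomes was low in the sire (-0.57) and offspring 2 (-0.53) and lay from 0.26 to 0.55 in the other 5 mice. Probes low in 1 mouse alone numbered 129 in offspring 5, 92 in offspring 2, 65 in the dam, 50 in offspring 1, 48 in the sire, 33 in offspring 3 and 15 in offspring 4. Probes high in 1 mouse alone numbered 110 in offspring 4, 64 in offspring 2, 56 in offspring 1, 56 in the dam, 54 in offspring 5, 48 in the sire and 46 in offspring 3, so that offspring 4 was last in one direction and first in the other. Of 36 probes on unplaced sequence, 1 was positive in 1 mouse, 0.397% of mouse and probe combinations, beside 0.150% for autosomal probes.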
